A study of Homo sapiens with 14 samples. Its data were reported in "TWEAK/Fn14 signalling driven super-enhancer reprogramming promotes pro-metastatic metabolic rewiring in triple-negative breast cancer" (2024).

How the data were processed

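Accessible chromatin of 3 human breast cancer cell lines was profiled by the authors with ATAC-seq, a method that marks open DNA by transposase insertion. MDA-MB-231 and Hs578T are triple-negative breast cancer (TNBC) cell lines, and MCF7 is an oestrogen receptor-positive line. Each line was grown without or with TWEAK, a cytokine of the TNF superfamily that binds the receptor Fn14 (gene TNFRSF12A). The labels gave 24 h of attachment, 8 h of starvation and 48 h with TWEAK replenished at 24 h, at 10 ng/ml in all 3 lines. The methods of the article give a higher dose for ER-positive lines, so the dose MCF7 received is unsure, and differences between the TNBC lines and MCF7 could hold a difference in dose. There were 3 libraries per group for MDA-MB-231 and 2 per group for Hs578T and MCF7, 14 in all. Nothing in the labels stated that replicates were separate cultures or that a replicate number marked a shared day. The article says of its cell line experiments in general that they were repeated on different days. Samples were treated as unpaired, with the number as a block in a repeat.

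The authors stated trimming with Trimmomatic, alignment to hg38 with Bowtie2, removal of mitochondrial reads with Bamtools, removal of duplicates with Picard and peak calling in each library with MACS2, without versions or settings. The deposited files held 1 list of peaks per library, as windows of 501 bp with 1 score each. The deposited scores carried no stated unit, so the score of the authors was used only to rank peaks within a library. No reads or read counts were available. The differential test of the study, DiffBind on reads, could not be repeated, and every result here rests on the presence and number of peaks. Peaks on chromosomes 1 to 22 and X were kept.

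Libraries differed in the number of peaks called, so each was limited to its 137082 strongest peaks (N), the number in the smallest library. Ties in score were ordered by start position. The plan written before the data were examined had named a p value, a fold enrichment and then position for ties, but the deposited files held a single score. Within each line, and over both TNBC lines together, overlapping peaks (at least 1 bp) of all libraries were merged into regions. A region was called gained when every TWEAK library and no untreated library held a peak in it, and lost in the opposite case. These calls are counts under a rule and carry no p value of their own. They were compared with every other division of the same libraries into groups of the same size, 10 for MDA-MB-231, 3 for Hs578T and for MCF7, and 60 for both TNBC lines with libraries kept within their line. Regions on the same chromosome within 12.5 kb were joined, and joined groups of at least 3 gained regions were called clusters. Regions were placed against GENCODE release 44, with promoters as 1 kb around a protein-coding transcription start.

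For gene-level tests each peak was given to the protein-coding gene with the nearest start within 100 kb. Peaks per gene were tested in limma (trend and robust empirical Bayes) as log2 of peaks plus 0.5. Genes needed a mean of at least 3 peaks, which left 11452 genes. There were 6 contrasts: TWEAK against untreated in MDA-MB-231, in Hs578T and in MCF7, the mean of the responses of both TNBC lines, that mean minus the MCF7 response, and untreated TNBC lines against untreated MCF7. P values were adjusted by the Benjamini-Hochberg method and results past 0.05 are said to rise or fall. The number of peaks near a gene measures neither the strength of accessibility nor expression.

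The plan held 14 gene lists: study loci, NF-kB pathway and targets, AP-1 and MAPK response, NAD, purine and methionine metabolism, invasion and extracellular matrix, filopodia and actin, mesenchymal, luminal and oestrogen receptor, angiogenic and growth factors, interferon response, cell cycle, haematopoietic markers, endothelial markers and housekeeping. They were tested with camera at its preset correlation of 0.01, with an estimated correlation and with fry as alternatives. The study loci were chosen from the article, so they are not independent evidence. Region counts per list were compared with those of 10000 random lists of the same number of genes, matched on the number of regions per gene in 20 classes. Genes are named under a rule fixed in the plan. In each contrast these are up to 15 rises and 10 falls with the largest change among those past the threshold with non-overlapping libraries. When fewer than 5 pass, the 5 genes with the smallest p in each direction are named as having missed the threshold. Also named are the genes and clusters with most gained or lost regions, the gained or lost regions of highest median rank, up to 4 members of each list with the smallest p, and all study loci. With 3 libraries per group 10% of genes would have non-overlapping libraries by chance, and with 2 per group 33.3%.

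Consensus sequences of 24 transcription factor motifs were searched in 201 bp at the centre of each peak. The share of peaks with a motif in each library was tested in limma on the log2 scale. Motifs in gained and lost regions were compared by Fisher's exact test with all other regions held by as many libraries as 1 group, and for both TNBC lines by as many in each line. That background includes regions changed in the opposite direction. Regions are not independent replicates, so these p values describe regions and not cultures. Wilson 95% intervals are given for shares. Numbers of peaks and peaks in the NAMPT window (the gene with 100 kb on each side) were compared with exact permutation tests, whose smallest possible p was 0.1 for 3 against 3 libraries, 0.333 for 2 against 2 and 0.0167 for both TNBC lines.

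Main results were repeated with all deposited peaks, with N/2 or N/4 peaks, with a score of at least 5, with other rules for genes, windows, overlap, filters and pseudocount, with the replicate number as a block, and with each library left out. Ties broken at random and list tests under these settings were added after the data were seen, and so were the regions lying more than 1 kb from any untreated peak. Leaving out a library lets more regions meet the rule, so region counts then rise by construction. The code was tested on simulated data. Of 500 gained and 500 lost regions planted in each line 100% were recovered, as the rule requires, but the rule also called many regions that were not planted: in all 1095 gained regions were called for MDA-MB-231, 3066 for Hs578T and 3065 for MCF7. Of 100 simulated genes with a log2 change of 2, limma recovered 97% in MDA-MB-231, 94% in Hs578T, 91% in MCF7 and 99% in both TNBC lines, and of 100 others with a log2 change of 1 it recovered 65%, 40%, 43% and 83%. False calls made up 15 of 177 calls in MDA-MB-231, 7 of 141 in Hs578T, 16 of 150 in MCF7 and 8 of 190 in both TNBC lines. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and statmod 1.5.0.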

Results

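TWEAK is a TNF-superfamily cytokine and the ligand of Fn14. ATAC-seq peak lists were compared between untreated and TWEAK-treated cells of the TNBC cell lines MDA-MB-231 (3 libraries per group) and Hs578T (2 per group) and of the oestrogen receptor-positive line MCF7 (2 per group). Of the analyses below, the regions lying more than 1 kb from any untreated peak were examined after the data were seen. The deposited lists held a mean of 153420 ± 12925 (SD) peaks in untreated and 158743 ± 19019 in TWEAK-treated MDA-MB-231 (exact permutation p 0.7), 209298 ± 11662 and 180758 ± 12747 in Hs578T (0.333, the smallest 2 against 2 libraries can give), and 409822 ± 42264 and 326447 ± 34896 in MCF7 (0.333). All libraries were therefore limited to the same number of strongest peaks. Among these, overlap was measured by the Jaccard index, what a pair of libraries shares as a percentage of their union. Its mean for libraries of the same line and treatment was 60.3% in MDA-MB-231, 61.2% in Hs578T and 31.5% in MCF7. Between treatments of a line the index was 56.3%, 57.6% and 31.0%. It was 34.6% between MDA-MB-231 and Hs578T and 16.2% between the TNBC lines and MCF7.

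Regions gained with TWEAK in both TNBC cell lines were rich in NF-kB sites. Over MDA-MB-231 and Hs578T together, 380 regions were gained (a peak in all 5 TWEAK libraries and in no untreated library) and 48 were lost, of 267024 regions, so that 88.8% of the changed regions were gained. Of the 1306 regions held by exactly 3 of the 6 MDA-MB-231 and 2 of the 4 Hs578T libraries, 29.1% were gained and 3.68% lost, where 0.833% each would be expected if all arrangements were equal. An NF-kB motif was present in 216 of the 380 gained regions (56.8%, 95% interval 51.8 to 61.7%) against 4.86% of the other regions of that set (odds ratio 25.8, Fisher's exact test, adjusted p 4.56e-93) and 4.15% of regions open in every library. AP-1 motifs were present in 23.9% of gained regions against 15.9% (exact adjusted p 0.00708), below the 28.6% of regions open in every library, and NFY motifs in 10.0% against 5.72% (0.0489). Among the 48 lost regions, 9 (18.8%) carried a RUNX motif against 4.69% (exact adjusted p 0.00651). The gained count was 639 without MDA-MB-231 TWEAK replicate 1. The lost count was 74 without MDA-MB-231 untreated replicate 2, 97 and 77 without MDA-MB-231 TWEAK replicates 1 and 3, 130 and 117 without Hs578T untreated replicates 1 and 2, and 88 without Hs578T TWEAK replicate 1.

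**Figure D1:**
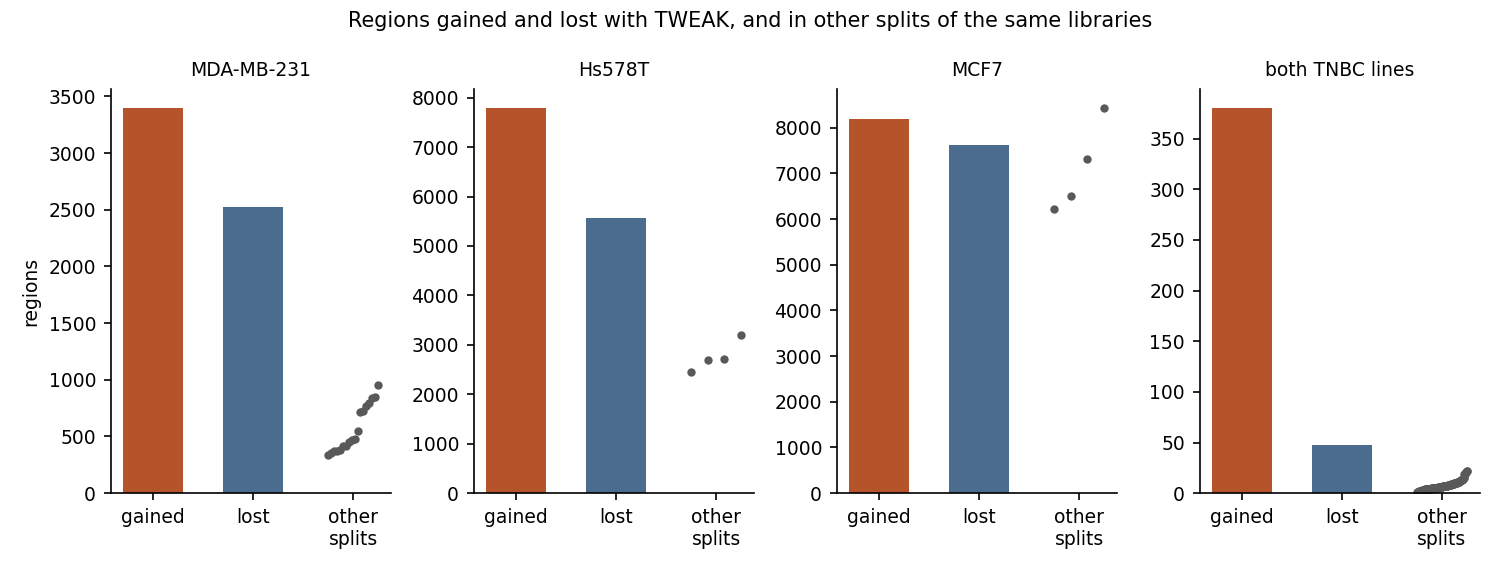
Regions gained and lost with TWEAK in each line and in both TNBC cell lines, beside the other divisions of the same libraries. In all, the division of MCF7 by replicate number gave 15743 regions against 15805 with TWEAK.

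Gained regions of the TNBC lines lay outside promoters. Introns held 44.7% and intergenic sequence 49.5% of the 380 regions, 94.2% in all (95% interval 91.4 to 96.1%), and promoters held 2.89%. Introns and intergenic sequence held 93.2% of gained and 92.3% of lost regions in MDA-MB-231, against 78.7% of regions open in all its libraries, and 92.2% and 85.5% in Hs578T, against 80.6%. Nearest genes with 2 shared gained regions were ASAP1, ETS1, FGD6, HAS2, PDE4D, PIWIL4, PPFIBP2, PRDX6, TTC23 and YPEL2. Of these ASAP1 and PDE4D had the most regions assigned in all, 186 and 147. The strongest shared gained regions included an intronic NF-kB site of PIWIL4 (chr11 94584058 to 94584589), an AP-1 site 76.3 kb from IL15 (chr4 141560021 to 141560525), an intronic site of PLPP3 with AP-1 and NF-kB motifs (chr1 56448877 to 56449410), an intronic NF-kB site of ADD3 (chr10 110042133 to 110042653) and a region near PAPPA (chr9 115941829 to 115942344). Others lay near ZBTB8B, ANKRD46, SH3BP4, TPST2 and MOGAT2. The strongest shared lost regions lay near ZFHX4 (TEAD and RUNX motifs), FAM43A and DDIT4L (RUNX), FBXL20 and DYNAP. Coinciding calls were counted within the 1246 regions eligible for this comparison, 446 of them gained in MDA-MB-231 and 543 in Hs578T. Regions gained in MDA-MB-231 and in Hs578T coincided at 377 sites where 194 were expected (odds ratio 20.9, exact adjusted p 1.89e-110), and lost regions at 46 against 22.4 (3.04, 1.87e-07). A site gained in both lines meets the rule for a shared gained region, so the 377 are not a result separate from the 380. Opposite calls met at 16 sites against 69.8 expected and at 21 against 62.3, where the shared gains left fewer regions free for an opposite call.

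Not every gained region was closed before treatment. A weaker deposited peak was present in at least 1 untreated library in 37.1% of the shared gained regions, 25.3% of those of MDA-MB-231, 46.0% of Hs578T and 70.0% of MCF7. Such a peak lies outside the N strongest, so it needs a list longer than N. Untreated lists held a mean of 153420 peaks in MDA-MB-231, 209298 in Hs578T and 409822 in MCF7. These shares, and those of regions more than 1 kb from any untreated peak, are therefore not comparable between lines. Several of the strongest gained windows lay beside an untreated peak, among them an NF-kB site at the LGALS3 promoter in MDA-MB-231 (chr14 55129575 to 55130145, 69 bp away) and the 10 of highest rank in Hs578T (all within 224 bp). Of the strongest shared gained regions, those at PLPP3, ZBTB8B, ANKRD46, TPST2 and MOGAT2 overlapped or touched a deposited untreated peak. Gained regions more than 1 kb from any untreated peak made up 57.2% (1941) in MDA-MB-231, 36.6% (2847) in Hs578T, 6.93% (567) in MCF7 and 47.1% (179) of the shared TNBC set. NF-kB motifs were present in 31.6%, 23.1%, 28.6% and 60.9% of these. The isolated regions of highest rank in MDA-MB-231 lay near CSF2 (chr5 132128949 to 132129459, 55.4 kb from the start), PIWIL4, C1orf53, IL2 (chr4 122445822 to 122446331) and IL15. In Hs578T they lay near CXCR4 (chr2 136309906 to 136310416, NF-kB and TEAD motifs, 191 kb from the start), TBC1D32, NCKAP5 (chr2 133607593 to 133608098, NF-kB), ATP2B1 and E2F3.

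**Figure D2:**
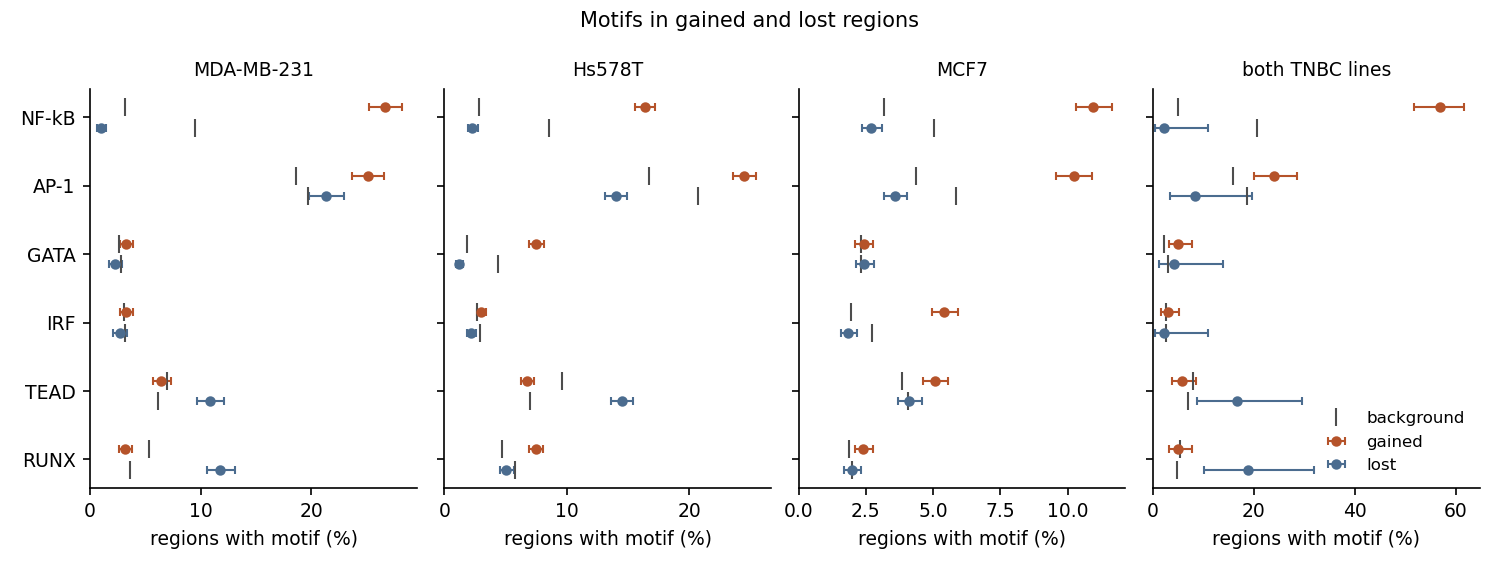
Share of gained and lost regions with each of 6 motifs (points, with Wilson 95% intervals) and of the background regions of each comparison (bars), in each line and in both TNBC cell lines.

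In MDA-MB-231, TWEAK gained 3396 regions and lost 2522 of 201066, with 13 clusters of gained and 6 of lost regions. NF-kB motifs were present in 906 gained regions (26.7% against 3.18%, odds ratio 11.1), and AP-1 motifs in 25.1% against 18.6% (exact adjusted p 1.49e-15). That AP-1 share was close to the share among all strongest peaks of untreated MDA-MB-231, given below with the untreated lines. CTCF motifs were present in 0.236% of gained regions against 1.80%. Lost regions carried RUNX motifs in 11.8% against 3.60% (exact adjusted p 4.03e-53) and TEAD motifs in 10.9% against 6.13% (3.70e-15). Among all strongest peaks, the share with an NF-kB motif rose from 3.52 ± 0.0922% to 5.27 ± 0.478% (log2 change 0.58, SE 0.0524, limma adjusted p 2.46e-07) and the RUNX share fell from 5.36% to 4.70% (0.19 on the log2 scale, limma adjusted p 0.00217). The TEAD share also fell (0.08 on the log2 scale, limma adjusted p 0.0277), but missed the threshold without MDA-MB-231 untreated replicate 1 or 2 or TWEAK replicate 2 or 3 (0.08 or less), with all deposited peaks (0.09) or with the wider window (0.04). The regions gained in MDA-MB-231 numbered 7697 without TWEAK replicate 1. The regions lost in MDA-MB-231 numbered 4498, 4210 and 4241 without untreated replicates 1, 2 and 3 and 5444 without TWEAK replicate 1.

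Gained regions of MDA-MB-231 gathered at TRAF1, with a cluster of 6 (chr9 120910511 to 120922203; 5 intronic and 1 at a promoter), and near TNFSF18, with 5 intergenic regions over 27.5 kb (chr1 172928346 to 172955799). Clusters of 3 lay near DENND2D, HSD11B1 and RAP2B. ETS1 had 5 gained regions of 57 assigned. AFF1 (26 assigned), FLNB (129), NRCAM (33) and TNFAIP3 (26) had 4 each, where 1.69% of all regions of the line were gained. BCAR3, KCNC2, LRP5, MYO10 and NREP each had 4 lost regions. The NF-kB pathway list had 27 gained regions against a median of 7 (95% range 2 to 13) over random lists (adjusted p 0.0028, the smallest the draws allow), among them TRAF1, TNFAIP3, NFKB1 and BIRC2. The filopodia and actin list had 16 lost regions against 6 (2 to 12; adjusted p 0.0238), at MYO10, ACTN1, ACTN4, MYH9 and others, and the AP-1 and MAPK response list had 0 lost regions against 6 (0.0238). Invasion and extracellular matrix genes had 18 gained regions against 9 (0.141).

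Peaks near genes followed the same pathway in MDA-MB-231. Of 27 NF-kB pathway genes tested, 22 had more peaks with TWEAK (camera adjusted p 2.38e-06; 0.0114 with an estimated correlation), 2 rising over all genes and 2 when adjusted over the list alone. With the replicate block and an estimated correlation together the list missed the threshold (camera adjusted p 0.101). Across the genome 9 genes rose and 1 fell in limma, and 489 and 393 did so at an unadjusted p under 0.05. With all deposited peaks, scaled, 16 rose and 5 fell, 3 and 0 of them among the main calls. NCKAP5 went from 0 peaks to a mean of 1.33 (limma adjusted p 0.00184) and DSCAM from 0 to 1 (0.00111), and both remained called without each library in turn, but NCKAP5 missed the threshold with all deposited peaks, N/2 peaks, starts within 1 Mb and gene body (0 to 1.20) and DSCAM with the last 3 (0 to 0.54). TRAF1 went from 11.3 ± 0.577 to 24 ± 2.65 peaks (log2 change 1.05, SE 0.162, limma adjusted p 0.0365) and TNFAIP3 from 11.7 ± 0.577 to 21.3 ± 3.79 (0.83, 0.143, 0.0461). The other called genes were TM6SF1 (0 to 1.67), LDOC1 (1 to 4.33), SPOCK1 (1.67 to 5), HSPA12A (4.33 to 8.67), POU2AF1 (7 to 13.7) and, falling, KCNC2 (7 to 2.33). These counts were unstable: without any 1 library of MDA-MB-231 or Hs578T, or without either untreated MCF7 library, 2 to 4 genes rose, and no gene fell without any library other than MDA-MB-231 untreated replicate 1 (1 gene) or MCF7 TWEAK replicate 1 or 2 (2 genes). TRAF1 missed the threshold without each MDA-MB-231 and Hs578T library (log2 0.96 to 1.104), and TNFAIP3 without every library but MDA-MB-231 TWEAK replicate 1 and the 2 MCF7 TWEAK libraries (0.74 to 0.85), and both missed it with N/2 peaks (0.45 each), TRAF1 also by gene body (0.82) and TNFAIP3 with starts within 1 Mb (0.75). LDOC1 missed it without each MDA-MB-231 library (1.58 to 1.73) and by gene body (1.06). KCNC2 (fall of 1.32 to 1.58 on the log2 scale), POU2AF1 (0.80 to 1.01), SPOCK1 (1.12 to 1.504) and HSPA12A (0.88 to 1.02) missed it without each library of MDA-MB-231, each of Hs578T and each of untreated MCF7, and so did TM6SF1 except without MDA-MB-231 TWEAK replicate 1. All 5 also missed it with all deposited peaks, scaled, and with starts within 1 Mb, KCNC2, SPOCK1, HSPA12A and TM6SF1 by gene body, HSPA12A with N/2 peaks and TM6SF1 with pseudocount 1. The replicate block ended the calls of TM6SF1, LDOC1, SPOCK1, HSPA12A, POU2AF1 and TNFAIP3.

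Among the other lists in MDA-MB-231, haematopoietic markers, used as a control list, had more peaks (median log2 change 0.26 against 0.23 for the NF-kB list, camera adjusted p 0.0108) and missed the threshold with an estimated correlation (0.195), as did the study loci (0.32, 0.0292 and 0.169). Lists past the threshold in neither direction were AP-1 and MAPK response (0.971), NAD, purine and methionine metabolism (0.696), invasion and extracellular matrix (0.151), filopodia and actin (0.151), mesenchymal (0.971), luminal and oestrogen receptor (0.857), angiogenic and growth factors (0.191), interferon response (0.746), cell cycle (0.248), endothelial markers (0.971) and housekeeping (0.986). For the AP-1 list the median member was below 0 and the mean above it, and for housekeeping the test pointed down with median and mean above 0. LAMB3 (20.7 to 35.7 peaks), LAMC2 (13 to 20.3), ITGAM (2.33 to 5.33) and VEGFA (34.3 to 24.7) missed the threshold in limma (adjusted p 0.153 for LAMB3 and VEGFA).

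**Figure D3:**
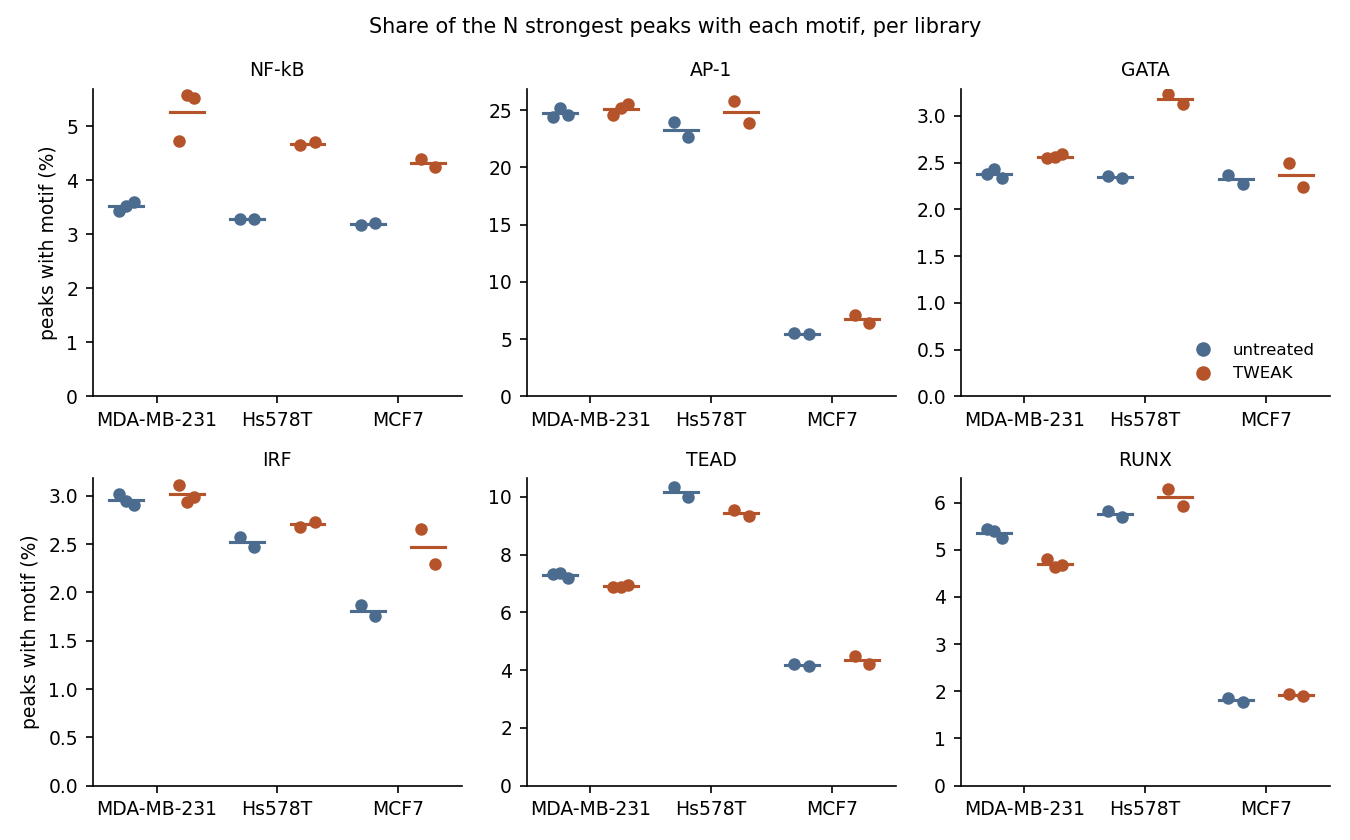
Share of the strongest peaks of each library with NF-kB, AP-1, TEAD, RUNX, GATA and IRF motifs, without and with TWEAK.

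Hs578T gained NF-kB and GATA sites. TWEAK gained 7785 regions and lost 5559 of 187734, with 62 clusters of gained and 49 of lost regions. The other divisions of the Hs578T libraries gave at most 5898 regions in all and at most 32 clusters. Among all deposited peaks of Hs578T, where untreated libraries had more, 8577 were gained and 12741 lost. NF-kB motifs were present in 1278 gained regions (16.4% against 2.80%, odds ratio 6.81, exact adjusted p 2.08e-296), GATA motifs in 7.51% against 1.84% (4.32, 5.53e-97), RUNX motifs in 7.49% against 4.73% and AP-1 motifs in 24.5% against 16.7%. Here too the AP-1 share was close to that of all strongest peaks of the untreated line. Lost regions of Hs578T carried TEAD motifs in 14.5% against 6.9997% (exact adjusted p 8.49e-60). In limma the NF-kB share of peaks rose from 3.29 ± 0.0103% to 4.68 ± 0.0309% (log2 change 0.51, SE 0.0642, adjusted p 9.30e-06) and the GATA share from 2.35% to 3.18% (0.44, limma adjusted p 9.30e-06). The TEAD share fell from 10.2% to 9.45% (0.10 on the log2 scale, limma adjusted p 0.0174), but missed the threshold without Hs578T untreated replicate 1 (0.08) or TWEAK replicate 2 (0.09) and reversed with all deposited peaks (0.0107). Without any 1 of the 4 Hs578T libraries, 12653 to 18974 regions met the rule for gain and 9551 to 20437 that for loss.

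CEMIP was the gene with most gained regions in Hs578T, 21 gained and 0 lost, of which 12 intronic regions formed a cluster of 46.7 kb (chr15 80802063 to 80848745). Its peaks went from 29 ± 0 to 82.5 ± 26.2 (log2 change 1.46, SE 0.18, limma adjusted p 0.00354), a call missed without Hs578T untreated replicate 1 or 2 (1.46 in each case) and with the strongest N/2 peaks (0.09). PLEC and TPM1 had clusters of 6 regions and BARHL2 and CXCR4 of 4. Further genes with most gained regions were ROBO1 (11 of 36 assigned), SULF1 (10 of 99, and 2 lost), ASAP1 (8 of 170, and 6 lost) and TRIO (8 of 168, and 7 lost). Over the line 4.15% of regions were gained, and the counts of ASAP1 and TRIO were near that share. ARHGAP26 (3 lost), PDE4D (5 lost) and NCKAP5, PTPRM and TNFAIP3 (0 lost) had 7 gained each. Those with most lost were IQSEC1 (8, and 2 gained), TRAM2 (7, and 0 gained) and TRIO. A lost window at the promoter of TNFRSF12A, which encodes Fn14, lay 5 bp from a deposited peak of TWEAK-treated cells (chr16 3020767 to 3021306). The NF-kB pathway list had 30 gained regions in Hs578T against 12 (6 to 21) over random lists (adjusted p 0.0252), among them TNFAIP3, TNFAIP2, NFKBIA and NFKBIZ. Peaks were more numerous in 22 of its 27 genes and fewer in 2 (camera adjusted p 7.83e-05; 0.0273 with an estimated correlation), with 0 genes past the threshold in limma over all genes and 0 over the list alone. The list missed the threshold with the strongest N/2 peaks (camera adjusted p 0.258), and with the replicate block and an estimated correlation together (0.167).

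Few other genes passed in Hs578T. In limma 3 genes rose and 6 fell, with 333 and 516 at an unadjusted p under 0.05. With all deposited peaks, scaled, 8 rose and 50 fell, 2 and 0 of them among the main calls, and AHSA1 reversed (-0.0132). NXPH1 went from a mean of 2.5 peaks to 0 (limma adjusted p 0.000245) and remained called without each library, but missed the threshold with all deposited peaks (0.05), N/2 peaks (0) and starts within 1 Mb (0.99). CACHD1 reversed with N/2 peaks (0.79). AHSA1 (0 to 1.5 peaks) and NUDT7 (1.5 to 5) rose, and MUCL1 and FFAR2 (each 2 to 0), CACHD1 (4.5 to 1), FGD5 (7 to 2) and ADRA2C (8 to 3) fell. MUCL1 missed the threshold without Hs578T untreated replicate 1, FGD5 without untreated replicate 1 (fall of 1.38 on the log2 scale) or TWEAK replicate 1 (1.57), and CACHD1 without untreated replicates 1 and 2 or TWEAK replicate 1 (1.87, 1.58 and 1.73). Calls of AHSA1 were kept only without MDA-MB-231 TWEAK replicate 1, Hs578T TWEAK replicate 2 or either MCF7 TWEAK library, of NUDT7 (1.14 to 1.51 elsewhere) without MDA-MB-231 TWEAK replicate 1, Hs578T untreated replicate 2, MCF7 untreated replicate 1 or either MCF7 TWEAK library, and of FFAR2 without Hs578T untreated replicate 2, MCF7 untreated replicate 1 or either MCF7 TWEAK library. ADRA2C was missed without each Hs578T library, MDA-MB-231 untreated replicate 1 or 2 or MDA-MB-231 TWEAK replicate 3 (fall of at most 1.44). MUCL1, FFAR2, CACHD1, FGD5 and ADRA2C also missed the threshold with all deposited peaks, scaled, by gene body AHSA1, NUDT7, FFAR2, CACHD1, FGD5 and ADRA2C, with starts within 1 Mb AHSA1, NUDT7, FFAR2, CACHD1 and ADRA2C, with N/2 peaks FGD5 and ADRA2C, and with pseudocount 1 AHSA1 and FFAR2. The replicate block ended the calls of AHSA1, NUDT7, MUCL1, FFAR2 and ADRA2C. With 1 library left out, 1 gene rose without MDA-MB-231 untreated replicate 1, 2 or 3, MDA-MB-231 TWEAK replicate 2 or 3, Hs578T untreated replicate 2 or Hs578T TWEAK replicate 1, 0 without Hs578T untreated replicate 1 and 5 without MCF7 TWEAK replicate 1 or 2. Falling genes numbered 1 without Hs578T untreated replicate 1, 20 without Hs578T TWEAK replicate 2 and 12 without MCF7 TWEAK replicate 1 or 2. Of the gene lists other than NF-kB none passed in Hs578T (camera adjusted p 0.331 for haematopoietic markers, 0.696 for interferon response and 0.491 to 0.78 for the others).

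Across both TNBC cell lines the NF-kB pathway rose as a set, by a median of 0.31 on the log2 scale. Peaks were more numerous with TWEAK in 25 of the 27 genes of the list (camera adjusted p 1.48e-09; 0.00283 with an estimated correlation), with 0 past the threshold in limma over all genes and 2 over the list alone. Its 4 shared gained regions did not exceed those of random lists (median 1, adjusted p 0.188). The share of peaks with an NF-kB motif rose by 0.54 on the log2 scale (limma adjusted p 2.14e-08; permutation p 0.0167, the smallest possible, and 0.08 after adjustment). GATA motifs rose by 0.27 (limma adjusted p 1.37e-05), a rise that missed the threshold in MDA-MB-231 alone (0.11, 0.183), and TEAD motifs fell by 0.09 (0.00108), a call missed with all deposited peaks (0.04). Over all genes 1 rose and 1 fell, with 474 and 509 at an unadjusted p under 0.05 in limma. NXPH1 fell by 1.28 on the log2 scale (limma adjusted p 0.00629), a call kept without each library in turn but missed with all deposited peaks (0.08), N/2 peaks (0), starts within 1 Mb (0.50) and pseudocount 1 (0.90). The replicate block ended this call and that of NCKAP5. NCKAP5 rose by 1.20 (0.0182), but missed the threshold without MDA-MB-231 untreated replicate 2 or 3 or any Hs578T library (1.17 to 1.22), and with all deposited peaks, N/2 peaks, starts within 1 Mb, gene body and pseudocount 1 (0.32 to 0.96). In limma 0 genes rose without these libraries, Hs578T TWEAK replicate 1 excepted. Rising genes numbered 2 without MDA-MB-231 TWEAK replicate 1 and 5 without MCF7 TWEAK replicate 1 or 2. Falling genes numbered 2 without MDA-MB-231 untreated replicate 1, Hs578T untreated replicate 1 or either untreated MCF7 library, 3 without Hs578T TWEAK replicate 2 and 4 without MCF7 TWEAK replicate 1 or 2. TNFAIP3 (0.71, SE 0.113, limma adjusted p 0.0549), ALG2 (0.85, 0.0554), POU2AF1 (0.72, 0.0554), TSPAN1 (1.09, 0.0562), FGF19 (fall of 1.004, 0.0549), MUCL1, CACHD1 and DOCK8 missed the threshold.

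Haematopoietic markers had more peaks in the TNBC lines (camera adjusted p 0.0125; 0.235 with an estimated correlation) and 3 shared gained regions, at CD2, CD79A and ITGAM (random median 0, adjusted p 0.0084). The remaining lists passed in neither direction: study loci (0.102), AP-1 and MAPK response (0.958), NAD, purine and methionine metabolism (0.958), invasion and extracellular matrix (0.144), filopodia and actin (0.999), mesenchymal (0.94), luminal and oestrogen receptor (0.999), angiogenic and growth factors (0.22), interferon response (0.752), cell cycle (0.94), endothelial markers (0.94) and housekeeping (0.94). For the AP-1, filopodia and luminal lists the median and the mean of the members lay on opposite sides of 0.

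NAMPT encodes an enzyme of NAD synthesis, and its locus gained peaks in MDA-MB-231 without passing a test. The window around the gene held 44.7 ± 7.57 peaks with TWEAK and 30.7 ± 7.64 without in MDA-MB-231 (exact permutation p 0.2), 20.5 ± 0.707 and 21 ± 0 in Hs578T (1) and 12 ± 1.41 and 10 ± 0 in MCF7 (0.333). Peaks assigned to NAMPT went from 25.3 to 39 in MDA-MB-231 (log2 change 0.64, SE 0.198, limma adjusted p 0.413), from 14 to 15 in Hs578T and from 5.5 to 7.5 in MCF7 (0.42, limma adjusted p 0.475). MDA-MB-231 gained an intronic region with an AP-1 motif 31.6 kb downstream of the NAMPT promoter (chr7 106253591 to 106255222) and a second intronic region 7.90 kb downstream (chr7 106277457 to 106278676). Regions 38.3, 41.5 and 42.7 kb downstream held peaks in MDA-MB-231 alone, also without TWEAK, and were called gained or lost in no line. A region upstream of NAMPT with a GATA motif (chr7 106358080 to 106358594, at -72.4 kb) was gained in both TNBC lines and held a peak in 0 MCF7 libraries. Hs578T lost regions at the NAMPT promoter (chr7 106283893 to 106284938) and upstream of it (chr7 106289818 to 106290568, at -4.23 kb, AP-1 and TEAD motifs) and gained one further upstream (chr7 106312019 to 106312543). The adjacent promoter region nearer the gene start (chr7 106284983 to 106285601) held a peak in every library of all 3 lines. The promoter was therefore not lost as a whole. Before treatment the TNBC lines had more peaks at NAMPT than MCF7 (log2 difference 1.67, limma adjusted p 5.25e-06).

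**Figure D4:**
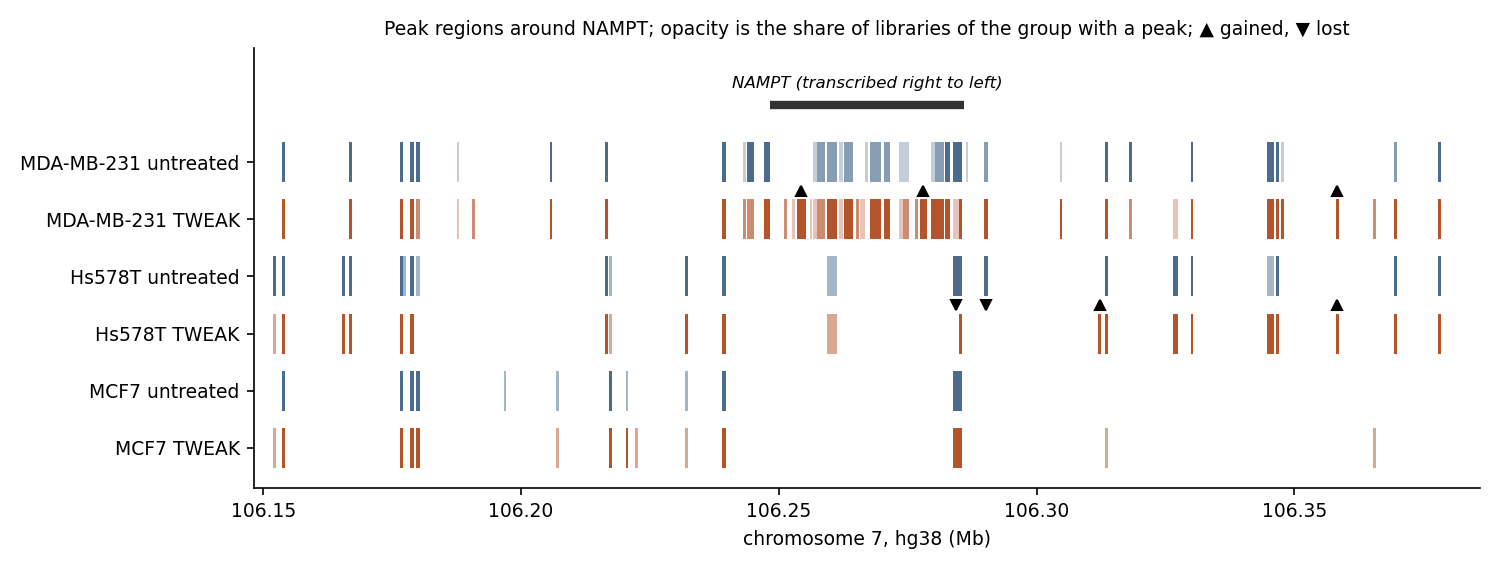
Peak regions of each group around NAMPT, shaded by the share of libraries with a peak. Triangles mark regions gained and lost with TWEAK.

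In MCF7, interferon genes had more peaks with TWEAK, as did NF-kB sites. Of 11 interferon response genes tested, 11 had more peaks with TWEAK (camera adjusted p 7.70e-13; 0.000672 with an estimated correlation), 4 rising over all genes and 9 when adjusted over the list alone. OAS2 went from 1 ± 1.41 to 11 ± 1.41 peaks (log2 change 3.36, SE 0.519, limma adjusted p 0.00434), IFIT3 from 0 to 4 ± 0 (1.08e-05) and RIGI from 1 ± 0 to 10 ± 2.83 (2.78, SE 0.277, limma adjusted p 0.000192), and all 3 remained called without each library in turn. With all deposited peaks, scaled, RIGI kept its call (2.99) and OAS2 (0.83) and IFIT3 (1.07) missed the threshold. IFIT2 (3 to 6.5 peaks) missed the threshold (1.03, limma adjusted p 0.0931). The interferon list had 30 gained regions in MCF7 against 6 (2 to 11) over random lists (adjusted p 0.0028), with 7 at OAS2, 5 each at RIGI and STAT1 and 3 at IFIT3, and 0 lost against 5 (0.148). One lay at the OAS2 promoter with an IRF motif (chr12 112978190 to 112978703). It overlapped or touched a deposited peak of untreated MCF7, so the site was not shown to be closed before TWEAK. Among the 30 regions the only other IRF motif lay at an IFIT3 promoter (chr10 89331457 to 89332711). Most of the 30 carried none of the 24 motifs searched. The IRF share of MCF7 peaks rose from 1.81% to 2.47% (log2 change 0.45, limma adjusted p 6.35e-05), the NF-kB share from 3.20 ± 0.0263% to 4.33 ± 0.102% (0.44, 6.35e-05) and the AP-1 share from 5.47% to 6.73% (0.30, 0.000115). In each of the 3 lines every TWEAK library had a higher NF-kB share than every untreated one. In MCF7 3 of 24 motifs rose and 0 fell in limma, with 8 rising without MCF7 TWEAK replicate 2 and 2 falling without MCF7 TWEAK replicate 1.

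**Figure D5:**
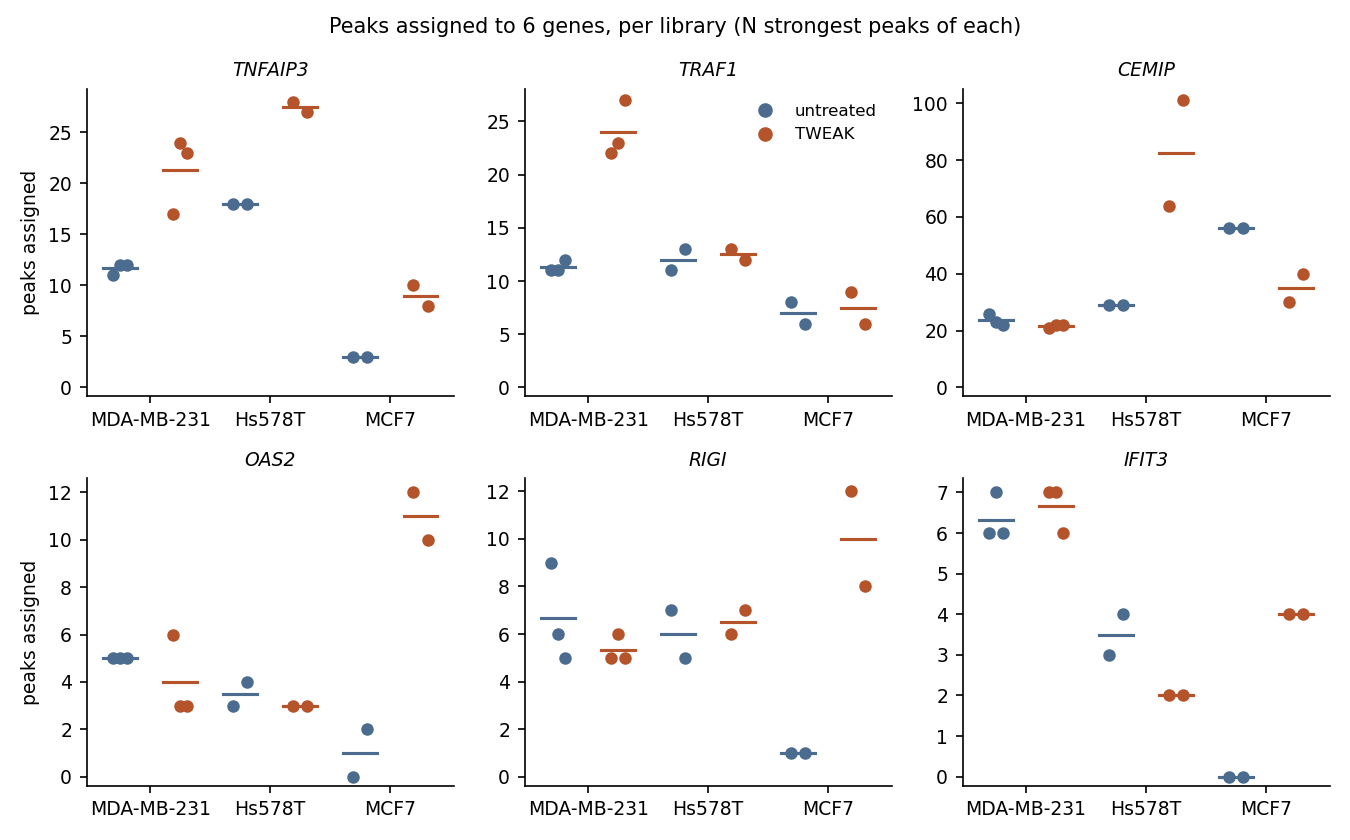
Peaks assigned to TNFAIP3, TRAF1, CEMIP, OAS2, RIGI and IFIT3 in each library, with group means.

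NF-kB genes also responded in MCF7. TNFAIP3 went from 3 ± 0 to 9 ± 1.41 peaks (log2 change 1.43, SE 0.176, limma adjusted p 0.000988), kept without each library and missed with all deposited peaks, scaled (0.62) or by gene body (0.89), and CCL20 from 0.5 to 3 (2.01, 0.0174), missed without MCF7 untreated replicate 2 (1.22) and with all deposited peaks, scaled (0.90). Peaks were more numerous in 19 of 27 NF-kB pathway genes and fewer in 2 (camera adjusted p 2.71e-05; 0.0123 with an estimated correlation), with 4 rising over all genes and 5 over the list alone. With the replicate block and an estimated correlation together the list missed the threshold (camera adjusted p 0.0841). The list had 38 gained regions against 14 (7 to 25) over random lists (adjusted p 0.014), at NFKBIA, TNFAIP2, TRAF2, NFKB2 and others. No other list passed in MCF7: study loci (0.17), AP-1 and MAPK response (0.238), NAD, purine and methionine metabolism (0.207), invasion and extracellular matrix (0.118), filopodia and actin (0.681), mesenchymal (0.207), luminal and oestrogen receptor (0.514), angiogenic and growth factors (0.789), cell cycle (0.987), haematopoietic markers (0.681), endothelial markers (0.532) and housekeeping (0.694).

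Over all genes 118 rose and 44 fell with TWEAK in MCF7 (864 and 687 at an unadjusted p under 0.05 in limma). With all deposited peaks, scaled, only 11 rose and 14 fell, 8 and 2 of them among the main calls. Many of the main calls had few peaks: of the 118 rising 37 had at most 3 with TWEAK. MSN (0 to 2.5 peaks, limma adjusted p 1.08e-05), FGD6 (1.5 to 9; log2 change 2.26, 0.000192) and KLHL42 (1 to 6.5; 2.19, 0.00107) rose, as did CEP57, VSNL1 and TAS2R41 (each 0 to 2) and MGARP and HGF (each 0 to 1.5). MSN, FGD6, KLHL42, CEP57, VSNL1, TAS2R41, MGARP and HGF remained called without each library, but with all deposited peaks, scaled, VSNL1 (-0.39), TAS2R41 (-0.21) and MGARP (-0.30) reversed and MSN (0.41), FGD6 (0.68) and HGF (1.08) missed the threshold, as did KLHL42 with N/2 peaks (1.31). ATP1A2 (1 to 5), AGMO and BACH1 (5.5 to 9) rose as well, but calls were kept only without MCF7 untreated replicate 1 for ATP1A2 (1.14 to 2.30 elsewhere), without MDA-MB-231 untreated replicate 1 or 2, MDA-MB-231 TWEAK replicate 1 or MCF7 TWEAK replicate 1 for AGMO, and without MCF7 untreated replicate 1 or TWEAK replicate 2 for BACH1 (0.51 to 0.66 elsewhere). PI15 (3 to 0), PLIN4 (2 to 0), BICC1 and ASB17 (each 1 to 0) fell, also without each library, but PLIN4, BICC1 and ASB17 missed the threshold with all deposited peaks, scaled, PI15 by gene body, and BICC1 reversed with starts within 1 Mb (0.24). AGMO, CD69 and MROH2B also reversed with all deposited peaks, scaled (-0.37, 0.43 and 0.18), where ATP1A2, BACH1, ASB18, NDUFC2-KCTD14, CCDC102B and PSG8 missed the threshold. Calls also ended by gene body for ATP1A2, ASB18, NDUFC2-KCTD14, CCDC102B, CD69, VSNL1, MGARP, PLIN4 and BICC1, with pseudocount 1 for BACH1, CCDC102B, PSG8, AGMO, MROH2B and CD69, with N/2 peaks for BACH1, VSNL1, HGF and BICC1, with no filter for ATP1A2, ASB18 and NDUFC2-KCTD14, and with starts within 1 Mb for HGF. The replicate block ended those of AGMO, ASB18, MROH2B and CD69. CCDC102B and PSG8 fell except without MCF7 untreated replicate 2 (1.58 on the log2 scale). ASB18 (6 to 1) kept its call only without an Hs578T TWEAK library, MCF7 untreated replicate 2 or MCF7 TWEAK replicate 2 (fall of 1.31 to 2.47 elsewhere), and NDUFC2-KCTD14 only without MCF7 untreated replicate 1 or TWEAK replicate 2 (1.16 to 1.95). CD69 missed the threshold without MDA-MB-231 untreated replicate 1, 2 or 3, MDA-MB-231 TWEAK replicate 2 or 3 or MCF7 untreated replicate 2, and MROH2B without MDA-MB-231 TWEAK replicate 3, any Hs578T library or MCF7 untreated replicate 2 (fall of 1.58 in each case). Rising genes in MCF7 numbered 78 without MDA-MB-231 untreated replicate 2, 77 without MDA-MB-231 TWEAK replicate 3, 318 without MCF7 untreated replicate 1 and 335 without MCF7 TWEAK replicate 2. Falling genes numbered 25, 20 and 22 without MDA-MB-231 untreated replicates 1, 2 and 3, 24 and 22 without MDA-MB-231 TWEAK replicates 2 and 3, 25 without either untreated Hs578T library, 129 without MCF7 untreated replicate 1, and 323 and 180 without MCF7 TWEAK replicates 1 and 2.

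Region counts in MCF7 did not separate TWEAK from replicate number. TWEAK gained 8187 regions and lost 7618 of 248816, 15805 in all, where dividing the same libraries by replicate number gave 15743 and the crossed division 12727. With all deposited peaks 12898 were gained and 33355 lost, and without any 1 of the 4 MCF7 libraries 14364 to 40995 met the rule for gain and 14072 to 40298 that for loss. The gained MCF7 regions still differed in sequence, with NF-kB motifs in 897 (10.96% against 3.18%, odds ratio 3.74, exact adjusted p 7.80e-161), IRF motifs in 5.41% against 1.93% (8.11e-59) and AP-1 motifs in 10.2% against 4.38% (5.19e-83). MCF7 had 204 clusters of gained and 244 of lost regions, where another division of its libraries gave up to 366. The clusters with most gained regions lay at AGRN, FEZF2, CACNA1H, UQCC4 and SRL (6 each). CADPS (20 gained and 17 lost of 369 assigned), PHACTR3 (19 and 15 of 254), IQSEC1 (12 and 21 of 324) and SHANK2 (1 and 21 of 255) had most regions. Over the line 3.29% of regions were gained and 3.06% lost. Of the strongest windows of MCF7, ZNF217 and BMP7 on chromosome 20 had both gained and lost ones, BCAS4 on chromosome 20 and PECAM1 on chromosome 17 gained ones, and HEATR6 and SMIM5 on chromosome 17 lost ones.

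Regions gained with TWEAK in the TNBC lines held more peaks in MCF7 with TWEAK than without. Of the 380 shared gained regions, 19.9 ± 2.42% held a peak in MCF7 with TWEAK and 5.92 ± 0.186% without, 272 (71.6%) held none, and 31 were gained and 1 lost in MCF7. Lost TNBC regions held peaks in 27.1% of cases in MCF7 either way, and regions open in every TNBC library in 54.3% with TWEAK and 51.5% without. Regions gained in MDA-MB-231 and in MCF7 coincided at 142 sites against 56.0 expected (odds ratio 9.29, exact adjusted p 4.98e-43) and those of Hs578T and MCF7 at 236 against 127 (4.58, 3.35e-37). These were counted within the 1166 and 1673 regions eligible for each comparison. Lost regions met at 32 against 24.0 (exact adjusted p 0.0792) and at 63 against 52.9 (0.0934). Tested as an interaction, the response of the NF-kB share did not pass between the TNBC lines and MCF7 (difference 0.11 on the log2 scale, limma adjusted p 0.525), nor did the NF-kB list (camera adjusted p 0.454).

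Other parts of the response differed between the TNBC lines and MCF7 among the strongest peaks, in cells whose dose of TWEAK may not have been equal. The interferon list responded less in the TNBC lines (camera adjusted p 1.47e-12; 0.000729 with an estimated correlation), with 4 genes lower over all genes and 8 over the list alone. RIGI (2.85 lower on the log2 scale, limma adjusted p 0.00113) and FGD6 (1.89, 0.0111) responded less, as did IFIT3 (6.54e-05), MSN (0.000273) and MGARP (0.0111), which had 0 peaks in untreated MCF7. CEMIP (1.35, limma adjusted p 0.0134), IKBKB (1.31, 0.0164), PTTG1 (1.16, 0.0206), BICC1 and PLIN4 responded more. PLIN4, IKBKB and PTTG1 missed the threshold without Hs578T TWEAK replicate 2 (1.94, 1.31 and 1.13), PTTG1 also without Hs578T untreated replicate 2 (1.0985). Responses of AP-1 (0.24 lower, limma adjusted p 0.00487), TEAD (0.15 lower, 0.00466, with a share that fell in the TNBC lines) and IRF motifs (0.38 lower, 0.00304) were lower in the TNBC lines and that of GATA was higher (0.25, 0.0114), the last missed without MCF7 untreated replicate 1 (0.22) and with the wider window (0.12). With all deposited peaks AP-1 (-0.13), TEAD (-0.09) and IRF (-0.13) missed the threshold. In all 10 genes responded more and 44 less (556 and 738 at an unadjusted p under 0.05 in limma), but only 1 and 1 with all deposited peaks, scaled, 0 and 1 of them among the main calls. There MSN (0.00393) and MGARP (0.36) reversed and IFIT3, FGD6, CEMIP, IKBKB, PTTG1, BICC1 and PLIN4 missed the threshold, while RIGI kept it in each setting run. BICC1 reversed with starts within 1 Mb (-0.12) and PLIN4 by gene body (-0.30). Calls also ended with N/2 peaks for CEMIP, IKBKB, PTTG1 and BICC1 and by gene body for FGD6, MGARP, PTTG1 and BICC1. Pseudocount 1 ended that of PLIN4 and the replicate block that of PTTG1. Those responding more numbered 6 without MDA-MB-231 untreated replicate 3, MDA-MB-231 TWEAK replicate 2, Hs578T untreated replicate 1 or Hs578T TWEAK replicate 1, 5 without MDA-MB-231 TWEAK replicate 1 or 3, 4 without Hs578T untreated replicate 2, 2 without Hs578T TWEAK replicate 2, 68 and 22 without MCF7 untreated replicates 1 and 2, and 231 and 87 without MCF7 TWEAK replicates 1 and 2. Those responding less numbered 27 without MDA-MB-231 untreated replicate 2, 23 without MDA-MB-231 TWEAK replicate 3, 22 and 25 without Hs578T untreated replicates 1 and 2, 16 without Hs578T TWEAK replicate 2, 196 and 77 without MCF7 untreated replicates 1 and 2, and 117 and 176 without MCF7 TWEAK replicates 1 and 2.

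Before treatment the TNBC lines and MCF7 differed in lineage genes. In limma 4167 genes had more peaks in the TNBC lines and 3142 fewer, and no library left out moved either count by more than 1.5 times. Of 24 luminal and oestrogen receptor genes 0 were higher and 21 lower, though KRT18 (0.19), KRT19 (0.59) and SPDEF (0.36) turned higher with all deposited peaks, scaled (camera adjusted p 1.08e-06; 0.0118 with an estimated correlation), with ESR1 at 12.7 peaks in MDA-MB-231 and 7.5 in Hs578T against 50 in MCF7 (2.30 lower on the log2 scale, limma adjusted p 1.15e-08). TFF1 (3.94 lower), GREB1 (2.07), FOXA1 (1.61) and GATA3 (1.43) followed. Of 19 mesenchymal genes 16 were higher and 1, SNAI1, lower, though with all deposited peaks, scaled, SNAI1 turned higher (0.24) and TWIST2 lower (-0.54) (camera adjusted p 0.000141; 0.0118 with an estimated correlation), with VIM at 16.3 and 16 peaks against 3 (log2 difference 2.25, limma adjusted p 4.32e-08), COL1A2 (4.59), ZEB2 (3.51), CDH2 (3.40) and CAV1 (3.18). Invasion and extracellular matrix genes were higher in 22 of 26 and lower in 3 (camera adjusted p 0.000141; 0.0118). NF-kB pathway (17 higher and 4 lower of 27, 0.0477) and angiogenic genes (10 and 1 of 14, 0.0477) passed only without an estimated correlation (0.126 and 0.111). The largest differences included OSBPL3 (34 and 31 peaks against 0, limma adjusted p 7.98e-13), MSN (23.3 and 19 against 0) and ANXA1 (26.3 and 17 against 0), with BLID, ITGBL1, TRPM3, PLS3, MUSK, RNF217 and TENM3, and in the other direction EDN3 (1.67 and 0.5 against 57.5), EFCAB3, CBLN4, DSCAM, DOK5, C3orf14, FEZF2, SALL3 and NLRC3. Copy number was not measured, so differences in peak number between lines may hold differences in copies.

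Lists that did not separate untreated TNBC lines from MCF7 were AP-1 and MAPK response (camera adjusted p 0.14), NAD, purine and methionine metabolism (0.532), filopodia and actin (0.532), interferon response (0.212), cell cycle (0.99), haematopoietic markers (0.314), endothelial markers (0.99), housekeeping (0.532) and study loci (0.532). AP-1 motifs were present in 24.7% of peaks of untreated MDA-MB-231 and 23.3% of Hs578T against 5.47% in MCF7 (log2 difference 2.13). RUNX (1.61), TEAD (1.04) and IRF motifs (0.59) were also higher in the TNBC lines, and oestrogen response elements (1.43 lower on the log2 scale), GRHL (0.73) and FOX motifs (0.20) lower. In all 12 motifs were higher and 7 lower in limma.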

Values the study reported

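The study reported 4186 gained and 550 lost accessible loci in its TNBC cell lines after TWEAK, with more than 90% of altered regions in intronic or intergenic sequence. It described a super-enhancer, seen by H3K27ac ChIP-seq and not by ATAC-seq peaks, about 40 kb downstream of the NAMPT promoter. Its methods gave 10 ng/ml TWEAK for TNBC and 30 ng/ml for ER-positive lines.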

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

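The test of regions already open in the untreated TNBC lines, its draw of genes, the move of its bound for excluding the explanation from 25% to 50% and the counts of genes and motif shares over other divisions of the libraries were chosen after the results were seen. The comparison of region counts over other divisions was planned, but its bound was set after the results were seen, and the limit of 1 kb from any untreated peak after the data were seen.

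The response to TWEAK differed between the TNBC lines and MCF7 by a test of the difference itself, among the strongest N peaks. In limma 10 genes responded more and 44 less in the TNBC lines, but only 1 and 1 with all deposited peaks, scaled, 0 and 1 of them among the main calls. The article's methods give ER-positive lines a higher dose of TWEAK than the labels do, so a difference in dose stays open for each value here. Higher were BICC1 (log2 difference 1.73), CEMIP (1.35), PLIN4 (2.04), IKBKB (1.31) and PTTG1 (1.16). Lower were IFIT3 (-3.47), RIGI (-2.85), MSN (-2.39), MGARP (-2.02) and FGD6 (-1.89). Values of BICC1, PLIN4, IFIT3, MSN and MGARP depend on the pseudocount, since 1 MCF7 group had 0 peaks. PLIN4 (1.94), IKBKB (1.31) and PTTG1 (1.13) missed the threshold without Hs578T TWEAK replicate 2. Signs reversed for MSN (0.00393) and MGARP (0.36) with all deposited peaks, scaled, for BICC1 within 1 Mb (-0.12) and for PLIN4 by gene body (-0.30). Motif shares differed for AP-1 (-0.24), TEAD (-0.15), IRF (-0.38) and GATA (0.25, missed without MCF7 untreated replicate 1, 0.22, and with the wider window, 0.12), of which AP-1 (-0.13), TEAD (-0.09) and IRF (-0.13) missed the threshold with all deposited peaks. The interferon response list differed as well (camera adjusted p 1.47e-12). Peaks moved in opposite directions in 2 of the lines at 12 named genes: AHSA1, CA12, CD79A, FEZF2, FFAR2, FSCN1, IFI6, MMP9, MROH2B, MUCL1, TM6SF1 and TWIST2. For these every library of 1 line moved one way and every library of another the opposite way. The difference was not tested. With 2 libraries per group 33.3% of genes would not overlap by chance in 1 line, and no such rate was worked out for 2 lines moving in opposite directions. Some of these genes were also named because their libraries did not overlap in 1 line. Peaks outside chromosomes 1 to 22 and X, which no comparison used, made up 0.0931% of deposited peaks in MCF7 with TWEAK and 0.0833% without.

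NF-kB motifs marked regions gained with TWEAK in all 3 lines. GC content is not the whole cause, since the lowest lower 95% bound of the GC-stratified odds ratio over the lines was 3.81. Windows placed beside open regions are not either, since gained regions more than 1 kb from any untreated peak gave a lowest bound of 9.20. A difference in peak number would not leave the rise of the NF-kB share, which was at least 0.33 on the log2 scale in each line with all deposited or the strongest N/4 peaks. An effect of TWEAK on NF-kB sites is therefore a candidate explanation, found and tested on the same data.

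Interferon genes had more peaks with TWEAK in MCF7 and not detectably in the TNBC lines. A single MCF7 library does not account for this, since the highest adjusted p (camera) of the interferon list over the 4 left-out MCF7 libraries was 1.29e-07. A difference in peak number does not either, with a highest adjusted p (camera) of 0.016 with all deposited or the strongest N/2 peaks. Regions already open in every untreated TNBC library are not the whole cause, which would need more than 50% of the regions gained at interferon genes in MCF7 to be open there: 13.3% had a peak in all 5 untreated TNBC libraries (95% interval 5.31 to 29.7%, and 0 to 27.8% with genes drawn in place of regions; both reach past the 25% first set as the bound), 14 of 30 (46.7%) had one in none, and 15.6% of all regions gained in MCF7 and 44.2% of constantly open ones had one in all 5. Since fewer than 50% had a peak in none, a rule asking for a peak in any of these libraries would not exclude this explanation. Regions open in part of the untreated TNBC libraries therefore stay open as a cause. A response of the line itself stays open as a biological explanation, as do a higher dose of TWEAK in MCF7 and any other difference in culture between lines.

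In MCF7 the regions gained and lost with TWEAK were no more numerous than those between replicate numbers. Weak peaks near the calling threshold may be the reason: with the strongest N/4 peaks the real division gave 1.85 times as many regions (3572 against 1934), with N/2 peaks 1.21 times (7031 against 5833) and with N peaks about as many (15805 against 15743). Segments densest in MCF7 peaks relative to the TNBC lines are not the whole reason, since outside the densest 5% of 1-Mb bins the ratio was still 1.03 (12450 against 12106). Such density is only a stand-in for more copies in MCF7. Copy number was not measured, so an effect of it stays open. No label says whether a replicate number marks a shared day.

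For called genes and motif shares, other divisions of the libraries were counted in MDA-MB-231 and over both TNBC lines only. Gene and motif calls in Hs578T, in MCF7 and for TNBC minus MCF7 were not compared with other divisions, the division of MCF7 by replicate number included. Of the 10 divisions of the 6 MDA-MB-231 libraries only 1, the real one, gave as many regions (5918, highest other 1751), called genes (10, highest other 1) and called motif shares (3, highest other 0), but 10 divisions are too few for a share under 0.05. Of the 60 divisions within both TNBC lines 1, the real one, gave as many regions (428, highest other 41) and 1 as many motif shares (3, highest other 2). For the regions chance is unlikely but not excluded. This share is the smallest that 60 divisions can give, and its bound was set after the results were seen. For motif shares the margin was 1 motif, and the NF-kB share alone had an adjusted permutation p of 0.08, so no claim rests on that count. For genes called in both TNBC lines 16 of 60 divisions gave as many (2, highest other 6), so chance cannot be excluded.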

How the results depend on the processing

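Ties at random and list tests under other settings were chosen after seeing the data. Unless a cause is named below, the cause was not tested. With a score of at least 5, ties at random or 50% cover, the region counts compared (8, 8 and 10) stayed within 1.5 times.

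Signs that reversed with all deposited peaks, scaled: AHSA1 in Hs578T (-0.0132); in MCF7 VSNL1 (-0.39), TAS2R41 (-0.21), ENSG00000284188 (-0.22), AGMO (-0.37), MGARP (-0.30), MROH2B (0.18) and CD69 (0.43); for TNBC minus MCF7 MSN (0.00393) and MGARP (0.36); for untreated lines KRT18 (0.19), KRT19 (0.59), SPDEF (0.36), SNAI1 (0.24), TWIST2 (-0.54) and MAFG (0.58). With N/2 peaks CACHD1 in Hs578T (0.79) and EGR1 for TNBC minus MCF7 (-0.87) reversed, within 1 Mb BICC1 in MCF7 (0.24) and for TNBC minus MCF7 (-0.12), and by gene body PLIN4 for TNBC minus MCF7 (-0.30) and NFKB2 in untreated lines (-0.35). The TEAD share in Hs578T reversed with all deposited peaks (0.0107). OAS2 (0.83), IFIT3 (1.07) and TNFAIP3 (0.62) in MCF7 missed the threshold with all deposited peaks, scaled, and RIGI kept it (2.99).

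Counts of regions, gained and lost: Hs578T 12741 lost with all deposited peaks, 3774 and 3251 with N/2; MCF7 12898 and 33355 with all, 3874 and 3157 with N/2, regions gained in MCF7 17902 and regions lost in MCF7 17978 at the smallest number within the lines compared; MDA-MB-231 1633 lost with N/2; both TNBC lines 75 lost with all. The rise of shared gained regions in MCF7 was 15.7 points with all deposited peaks. With promoters of 2.5 kb, 90.8% of shared gained regions were intronic or intergenic.

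Genes rising and falling. All deposited peaks, scaled: MDA-MB-231 16 and 5 (3 and 0 shared with the main calls), Hs578T 8 and 50 (2 and 0 shared), MCF7 11 and 14 (8 and 2 shared), TNBC lines 13 and 19, TNBC minus MCF7 1 and 1. N/2 peaks, with 6615 genes tested: MDA-MB-231 48 and 11, Hs578T 19 and 25, MCF7 94 falling, TNBC lines 29 and 19, TNBC minus MCF7 53 and 84, untreated lines 2662 and 1906. Within 1 Mb: MDA-MB-231 4 and 0, Hs578T 2 falling, TNBC lines 0 and 0, TNBC minus MCF7 19 rising. Gene body: Hs578T 11 falling, TNBC lines 4 and 3, untreated lines 5388 lower. Pseudocount 1: TNBC lines 0 and 0, TNBC minus MCF7 4 and 17. No filter: MDA-MB-231 44 and 22, Hs578T 10 and 11, MCF7 80 falling, TNBC lines 18 and 7, TNBC minus MCF7 28 rising. Replicate block: MDA-MB-231 3 and 2, Hs578T 1 and 3, TNBC lines 0 and 0, TNBC minus MCF7 25 lower.

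For libraries of the same number the correlation of residual peaks per gene was 0.167, 0.0319 and 0.0217 in MDA-MB-231, 0.0672 in Hs578T and 0.171 in MCF7. Untreated MDA-MB-231 library 2 correlated best with TWEAK library 3 (0.112). The other lines have only 2 pairs, and a shared day stays possible. With the replicate block these named calls no longer passed: TM6SF1, LDOC1, SPOCK1, HSPA12A, POU2AF1 and TNFAIP3 in MDA-MB-231, AHSA1, NUDT7, MUCL1, FFAR2 and ADRA2C in Hs578T, AGMO, ASB18, MROH2B and CD69 in MCF7, NCKAP5 and NXPH1 in the TNBC lines and PTTG1 for TNBC minus MCF7. The NF-kB list passed camera with the block in each line and the TNBC lines (adjusted p at most 3.65e-05), but with the block and an estimated correlation together it passed in the TNBC lines (0.0466) and missed in MDA-MB-231 (0.101), Hs578T (0.167) and MCF7 (0.0841). The interferon list in MCF7 passed in both (2.15e-11 and 0.0246). For untreated lines the NF-kB and angiogenic lists missed with the block (0.0571 each), and with the block and an estimated correlation the luminal (0.054), mesenchymal (0.0826) and invasion lists (0.14) did.

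The NF-kB pathway list in Hs578T missed the threshold with N/2 peaks (camera adjusted p 0.258), which leave fewer genes to test. Motif shares rising and falling: all deposited peaks, MDA-MB-231 2 and 1, Hs578T 4 and 0, MCF7 6 rising, TNBC lines 0 falling, TNBC minus MCF7 0 lower; N/4 peaks, MDA-MB-231 2 rising, TNBC lines 2 falling; wider window, MDA-MB-231 1 falling, TNBC minus MCF7 0 higher; replicate block, MDA-MB-231 2 rising.

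With 1 library left out (a lone library being assumed to vary like the other groups) genes rising and falling ranged over 2 to 11 and 0 to 2 in MDA-MB-231, 0 to 5 and 1 to 20 in Hs578T, 77 to 335 and 20 to 323 in MCF7, 0 to 5 and 1 to 4 in the TNBC lines and 2 to 231 and 16 to 196 for TNBC minus MCF7. Motif shares ranged over 1 to 2 and 1 to 2 in MDA-MB-231, 0 to 1 falling in Hs578T, 3 to 8 and 0 to 2 in MCF7, 1 to 2 falling in the TNBC lines and 0 to 3 and 3 to 7 for TNBC minus MCF7, whose NF-kB difference ranged over 0.0845 to 0.147. Regions gained and lost ranged over 4411 to 7697 and 3316 to 5444 in MDA-MB-231, 12653 to 18974 and 9551 to 20437 in Hs578T, 14364 to 40995 and 14072 to 40298 in MCF7 and 406 to 639 and 60 to 130 in both TNBC lines. They rise since fewer libraries must agree.

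For named genes 324 values kept direction and side of the threshold with all deposited peaks, scaled (43 no longer past it, 9 newly past it), 261 with N/2 (24 and 10), 381 within 1 Mb (17 and 1), 356 by gene body (33 and 8), 389 with pseudocount 1 (12 no longer past it), 390 without filter (4 and 7), 382 with the block (18 and 1) and 5350 with a library left out (239 and 25). Of the list tests 79 kept theirs with an estimated correlation (5 no longer past it), 69 with fry (3 no longer past it, 12 newly) and 81 with the block (2 and 1). Reads were not used here, so what depth limits was not measured.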

Other observations

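Mean GC content of the strongest peaks was 50.3% with TWEAK and 50.7% without in the TNBC lines (difference -0.42, exact permutation p 0.0333), 52.5% and 52.9% in MCF7. The share of these peaks at promoters was 15.5% with and 15.7% without in MDA-MB-231 (exact permutation p 0.6), 14.8% and 15.4% in Hs578T and 16.3% and 16.0% in MCF7.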
